A study of Mus musculus with 3 samples. Its data were reported in "GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling" (2020).

How the data were processed

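GLI3 binding was measured by chromatin immunoprecipitation and sequencing (ChIP-seq), which recovers the DNA fragments a protein is attached to and reads where in the genome they come from. The material was forelimb buds of mouse embryos at embryonic day 10.5 (32 to 35 somites). GLI3 is a transcription factor of the Hedgehog (HH) pathway, and in these mice the endogenous protein carries a FLAG epitope tag. There were 3 libraries: 2 ChIP replicates, each from 2 litters of limb buds, and 1 input library of chromatin without immunoprecipitation. Libraries were amplified with 15 PCR cycles per the labels. The genotype label reads wild type although the series describes a tagged Gli3 allele.

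The data analysed here are 1 peak list. It is attached to the record of ChIP replicate 1, and the methods of the study name CisGenome 2.1.0 and both biological replicates for peak calling. It was therefore treated as a joint call from both replicates, which the list itself does not state. Its genome build is not given in the labels, and mm10 was taken because the study uses it. The aligner and its settings are not stated. The list holds no values per replicate. The deposited list gives for each peak an FDR, a q-value as the authors' caller computed it. It also gives the largest log2 fold enrichment of ChIP over input among the windows of the peak, as the authors computed it. The T statistic in the deposited list is a score with no fixed range, and the authors ranked the peaks by it. The deposited list further gives the −log10 of the smallest Poisson p-value in the peak, which stops at 100. All of these are the authors' values and were used to describe, rank and filter peaks, and the log2 fold enrichment also to compare groups of peaks within the list. Peak lengths were multiples of 50 bp. The list ran beyond the threshold used by the study, to an FDR of 1, so peaks with an FDR under 0.05 were taken as GLI3 peaks.

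Read totals are not part of the list and the study gives only a lower bound on depth, so the exact depth of each library is unknown here. No value carries a replicate error. Shares of peaks are given with 95% Wilson intervals, which cover counting error over peaks and nothing else. Peaks are not independent replicates, so each test describes this list and not the variation between embryos.

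Coordinates were checked against the GRCm38.p6 genome (mm10): 0 peak ends lay beyond the end of their chromosome, and 5 listed peaks on unplaced sequence were left out of the comparisons that need a position. Coordinates are printed as in the list. Genes and transcripts came from GENCODE M21 (basic set). A promoter peak overlapped by at least 1 bp the window covering 2 kb before and 1 kb after a transcription start site (TSS) of a protein-coding transcript, and the rest were called distal. Random expectations came from 1000 placements of regions of the same lengths on the same chromosomes outside assembly gaps. A GLI motif was a match with at most 1 mismatch to the consensus GACCACCCA or its reverse complement TGGGTGGTC in the 501 bp around the summit. Windows 2 kb to either side of each summit served as a local background. A further background was 205 rearrangements of the consensus that hold no CpG and differ from it at 3 or more positions. They were taken from 480 such rearrangements with or without a CpG. The consensus itself holds none. Positions were compared without shifting, so near-copies of the consensus shifted by 1 base, such as AGACCACCC and ACCACCCAG, stayed in this background. With 1 mismatch allowed, they match at every exact consensus site. CpG islands were computed from the sequence (a 200 bp window with a GC content of at least 0.5 and a ratio of observed to expected CpG above 0.6) over 5 kb before and 2.5 kb after the nearest TSS for promoter peaks, or the summit for distal peaks.

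Shares were compared with two-sided Fisher's exact tests, medians and correlations with two-sided permutation tests of 100000 resamples, and counts of nearby peaks with one-sided permutation tests. Peaks near HH target genes were counted within 100 kb of the TSSs of 17 genes and compared with 10000 random lists of protein-coding genes. Where no permutation was as large as the observed value, p is given as 1 divided by the number of permutations. The family of main comparisons had 8 tests, adjusted by the Benjamini-Hochberg method. By rule, the genes named in the text are these 17 and the genes nearest to the 10 highest-ranked peaks. Tmem151a, Gm20388 and Fancc are named outside it, as genes at a summit or beside Ptch1. Some of the 17 are named as HH targets in the study and the others came from general knowledge of the limb. The designs, this rule and most alternatives were fixed before the data were examined. Alternatives changed the FDR threshold, the promoter window and annotation, the motif and its window, the CpG criteria, the distances and the random background. Their effects are given in the closing section.

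The tests were tried on simulated data. A planted 20% of promoter peaks was recovered as 19.9% over 10 simulated sets of 7282 peaks. A planted median shift of 0.1 was recovered as 0.104, with p under 0.05 in 10 of 10 sets, against 0 of 10 without a shift. All 200 planted motif sites in 2000 sequences were found. Gene lists planted with 3-fold as many peaks gave 3.07-fold, and 1 of 10 lists without extra peaks passed p of 0.05. Each simulated gene had an independent count, so peaks shared by neighbouring genes, as at Hoxd, were not simulated. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.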

Results

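GLI3 binding regions were mapped in E10.5 mouse forelimb buds by FLAG ChIP-seq to find the sites where this HH pathway transcription factor is bound. The data came from 2 ChIP replicates and 1 input, combined by the authors into a single list of 17149 peaks. There were no values per replicate, so no difference below could be set against the spread between replicates. At an FDR under 0.05 the list held 7282 GLI3 peaks. At an FDR under 0.01 it held 4957. The 7282 peaks had a median length of 400 bp (interquartile range 300 to 600). Their median maximum log2 fold enrichment over input was 2.69 (interquartile range 2.47 to 3.06, highest 6.37). Another 9867 listed peaks had an FDR of 0.05 or more.

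The FDR threshold fell at a single level of enrichment. No peak under the threshold had a log2 fold enrichment below 2.31, and none of the others exceeded it after rounding. The authors' T statistic, which sets the rank, was a nearly fixed multiple of the log2 fold enrichment. Their ratio ran from 0.556 to 0.564 over the list. The Poisson p-value carried partly different information, with a Spearman's rho of 0.861 against T across the 7282 peaks. Of the 1000 peaks ranked highest by T, 813 were also among the 1000 ranked highest by Poisson p-value.

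**Figure D1:**
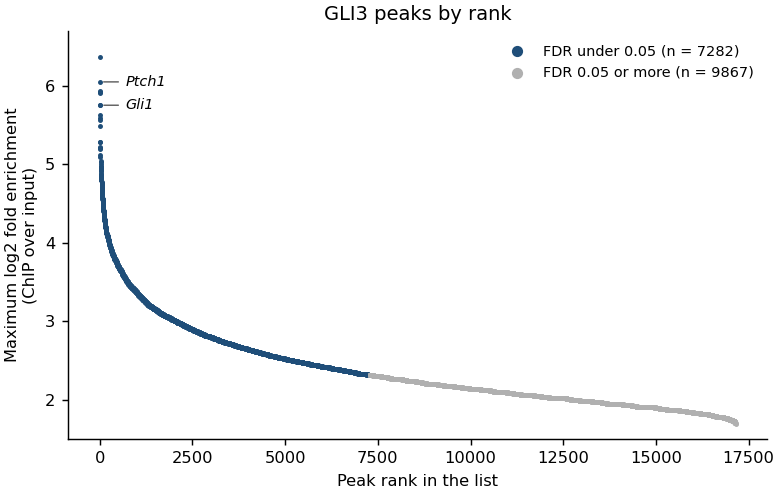
Maximum log2 fold enrichment of ChIP over input (vertical axis) for each listed peak against its rank (horizontal axis), with peaks at an FDR under 0.05 in blue and the others in grey. Enrichment falls steeply from 6.37 over the first ranks, where the peaks nearest Ptch1 and Gli1 lie, and the FDR threshold is met at 2.31.

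The 10 highest-ranked peaks were examined individually. All had an FDR of 0 as listed, 7 overlapped promoter windows, and 9 held a GLI motif, 4 of them the exact consensus. The highest-ranked peak lay on chromosome 8 from 84655250 to 84657299, with a log2 fold enrichment of 6.37. It was intergenic, 6605 bp downstream of the TSS of Ier2. The peak ranked 2 lay within Ptch1, which encodes the HH receptor, on chromosome 13 from 63562500 to 63569599. It was the longest in the list at 7100 bp and had a log2 fold enrichment of 6.05. Its summit was 7176 bp inside the gene from the annotated 5′ end and 687 bp from the TSS of another transcript. An exact consensus lay 17 bp from the summit, at 63566435 to 63566443, in the plus-strand sequence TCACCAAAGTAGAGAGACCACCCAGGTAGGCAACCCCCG (63566420 to 63566458). The peak ranked 7 was at the Gli1 promoter on chromosome 10 from 127339000 to 127342549, with its summit in the 5′ UTR 342 bp from the TSS and a log2 fold enrichment of 5.76. The match nearest its summit was GACCACGCA, with 1 mismatch, on the minus strand at 127341584 to 127341592.

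The remaining members of this set were at or near genes outside the HH list. The peak ranked 3 lay in an intron of Tmem151a, with Cd248 as the gene of the nearest TSS, and held no GLI motif in its window (chromosome 19, 5071050 to 5072599, log2 5.93). The peak ranked 4 was in the 5′ UTR of Slc25a53 on chromosome X, from 137037750 to 137038699 (log2 5.92). The peak ranked 5 was in an intron of Gm20388 on chromosome 8, from 121300500 to 121301999 (log2 5.91), 173232 bp from the TSS of Foxl1. Those ranked 6, 8, 9 and 10 were at the promoters of Map2k7, Gm12830, Dynll1 and Gm20509, with log2 fold enrichments of 5.77, 5.63, 5.59 and 5.57.

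**Figure D2:**
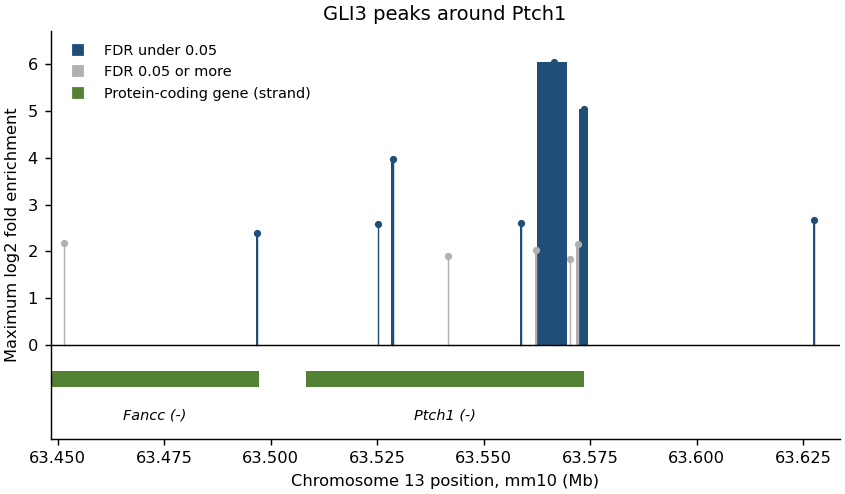
GLI3 peaks around Ptch1 on chromosome 13 (horizontal axis, mm10 position in Mb), drawn to scale with bar height as maximum log2 fold enrichment, a line and dot at each summit, and the protein-coding genes Fancc and Ptch1 in green. In the gene and 60 kb on each side, 7 peaks were under the FDR threshold (blue) and 5 were not (grey), and the tallest, at 6.05, lies inside Ptch1 near its 5′ end.

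To ask where GLI3 is bound relative to genes, peaks were compared with promoters. Of 7282 peaks, 3829 (52.6%, 95% interval 51.4 to 53.7) were promoter peaks. Randomly placed regions reached 3.74% on average and at most 4.48%. The peaks were therefore 14.1-fold enriched at promoters (one-sided permutation test, p = 0.001, the smallest possible; adjusted p = 0.00114). Moving regions by only 100 kb to 1 Mb, which keeps them in similar neighbourhoods, gave 9.56-fold. Counting TSSs of all annotated genes lowered the enrichment most, to 7.53-fold. Among the other peaks, 1588 (21.8%) had intergenic summits, 1443 (19.8%) lay in introns or elsewhere within the span of a protein-coding gene and 327 (4.49%) in genes that are not protein-coding. The few left were in coding exons (41), 3′ UTRs (46) and 5′ UTRs (8). The median distance from summit to nearest TSS was 1082 bp, against 59409 bp for random positions.

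**Figure D3:**
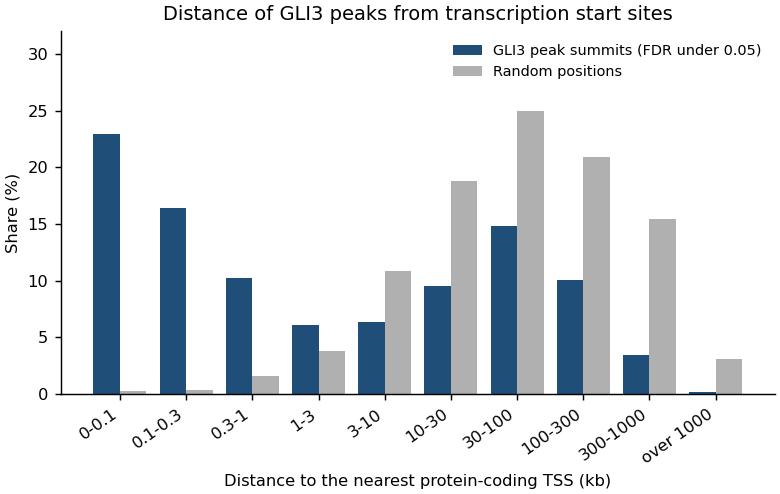
Share of GLI3 peak summits (blue) and of random positions on the same chromosomes (grey) in bins of distance to the nearest protein-coding TSS in kb (horizontal axis, bins of unequal width). In the bin closest to a TSS lie 22.9% of the peak summits and 0.282% of the random positions.

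Enrichment over input was compared between the promoter and distal classes. The median log2 fold enrichment was 2.70 at promoter peaks and 2.69 at distal peaks, a difference of 0.00695 (two-sided permutation test, p = 0.759; adjusted p = 0.759). Both classes were selected on this same value, with no peak below 2.31, which limits the comparison. Within that limit no difference was detectable. Its sign depended on the threshold and on peak length, as described in the closing section.

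To ask how many peaks carry a recognisable GLI site, motif shares were compared. A GLI motif was present in 20.8% of peaks (19.9 to 21.8) and in 10.7% of windows 2 kb away. It was found in 24% of distal peaks (830 of 3453, 22.6 to 25.5) and 17.9% of promoter peaks (687 of 3829, 16.8 to 19.2). The odds ratio was 1.45 (two-sided Fisher's exact test, p = 1.94e-10; adjusted p = 5.19e-10). The classes differ in base composition, with a median GC content of 65.7% at promoter and 50.3% at distal summits. Within 5 strata of GC content the odds ratio fell to 1.29 (Mantel-Haenszel chi-square test, n = 7282 peaks, p = 0.00132). In the same strata the rearranged consensus sequences had a median of 1.27, and 97 of 205 were at least as high as the consensus. The difference was therefore not specific to the consensus. These 97 include AGACCACCC (1.31) and ACCACCCAG (1.49), which are nearly the consensus shifted by 1 base. The consensus was in 10.7% of windows 2 kb from promoter peaks and 10.6% of those 2 kb from distal peaks. As raw shares, 78 of 205 rearranged consensus sequences were found in as many promoter peaks as the consensus. For distal peaks, 18 of 205 were. The rearranged sequences were not compared with their own shares 2 kb away from these peaks. The raw shares therefore cannot separate the motif from base composition in either class.

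Motif position gave a sharper contrast. Matches within 50 bp of the summit were 2.72-fold denser than matches 150 to 250 bp away in distal peaks (one-sided exact binomial test, p = 1.48e-32) and 1.71-fold denser in promoter peaks (p = 1.98e-08). For the rearranged sequences the median ratios were 1.1 and 1.01, and 0 of 205 reached the ratio of the consensus in either class.

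**Figure D4:**
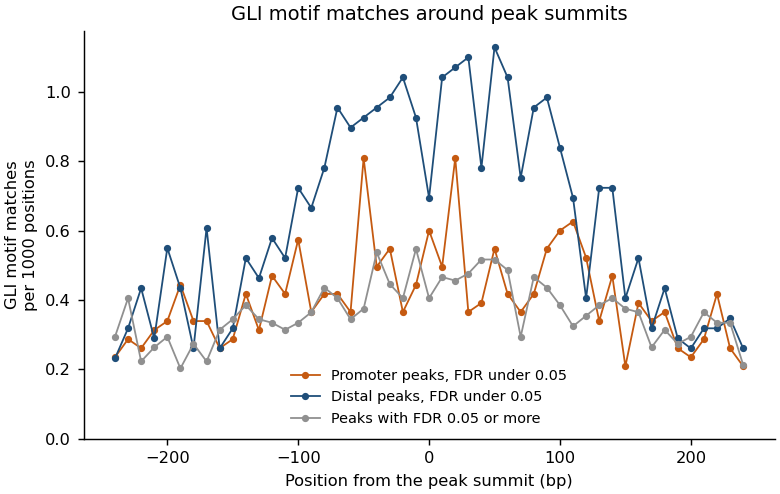
GLI motif matches per 1000 positions (vertical axis) in 10-bp bins by distance from the peak summit in bp (horizontal axis) for promoter peaks (orange), distal peaks (blue) and peaks with an FDR of 0.05 or more (grey). Matches are densest near the summit, with near-to-far density ratios of 2.72 in distal, 1.71 in promoter and 1.61 in the remaining peaks.

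The motif was more frequent among the strongest peaks. It was present in 32.2% of the 1000 highest-ranked peaks (29.4 to 35.2) and 19% of the rest (18.1 to 20), an odds ratio of 2.02 (two-sided Fisher's exact test, p = 9.70e-20; adjusted p = 3.88e-19). Searching the whole peak, which favours long peaks, raised it to 3.01. Restricting the comparison to distal peaks gave 1.76.

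**Figure D5:**
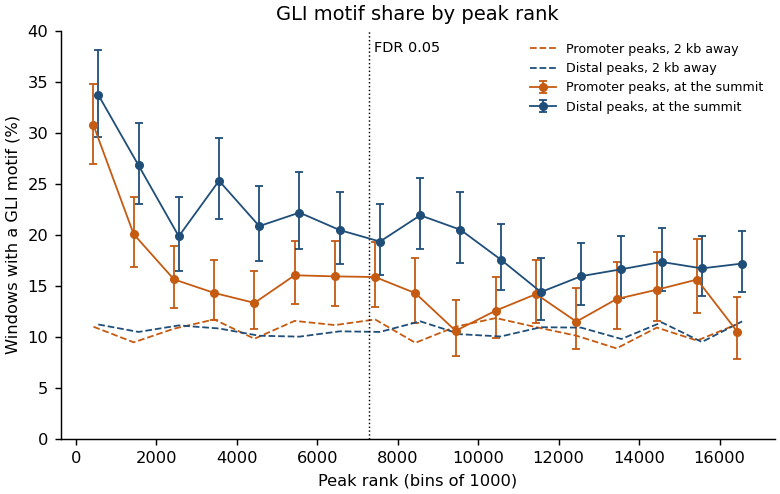
Share of 501-bp windows with a GLI motif in percent (vertical axis) for bins of 1000 peak ranks (horizontal axis; the incomplete last bin is left out), for promoter (orange) and distal (blue) peaks with 95% Wilson intervals, and for windows 2 kb away (dashed). The share falls from 30.8% of promoter and 33.8% of distal peaks in the first bin to 15.9% and 19.4% in the bin that holds the FDR threshold (dotted).

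CpG islands were far more frequent in the windows of promoter peaks, placed around a TSS, than in those of distal peaks, placed around the summit. An island was found near 99.4% of promoter peaks (99.1 to 99.6) and 62.4% of distal peaks (60.8 to 64), an odds ratio of 99.8. The p-value of the two-sided Fisher's exact test was too small to be represented as a number. The lenient criterion leaves little room above the promoter value. Under a stricter one (500 bp, GC content of at least 0.55, ratio above 0.65) the shares were 96.2% and 21.8%. Because only promoter peaks were searched around a TSS, the contrast cannot separate GLI3 binding from what promoters are, bound or not. By the stricter criterion, an island was found at 60% of all autosomal promoters and 38.3% of those on chromosome X. Both lie below the 96.2% of promoter peaks, but no test compared them. Random distal windows were not scored, so the distal shares have no baseline.

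To ask whether binding concentrates around HH target genes, peaks were counted near the 17 listed genes. There were 125 peaks within 100 kb, counted once for each gene, against 20.3 on average for random gene lists. This was 6.15-fold more (one-sided permutation test, p = 0.0001, the smallest possible; adjusted p = 0.00016). All 17 genes had at least 1 peak, compared with 52.1% of all protein-coding genes. Hoxd11, Hoxd12 and Hoxd13 lie side by side on chromosome 2 and share their peaks, 26 distinct ones in all. Without the 3 Hoxd genes the ratio was 2.86 (one-sided permutation test, p = 0.0016).

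Outside Hoxd, Ptch1 and Tbx2 had 7 peaks each within 100 kb, and Sall1, Bmp2 and Osr1 had 1. For 10 of the 17 genes, the highest-ranked peak within 100 kb held a GLI motif in its window, among them the Hoxd genes, which share that peak. For Grem1, Sall1, Jag1, Tbx2, Tbx3, Cdk6 and Cntfr it held none, and of these the Cdk6 peak ranked highest (rank 48, log2 4.75). At Hoxd the highest-ranked peak (rank 119, chromosome 2, 74673400 to 74674099, log2 4.31) lay between Hoxd13 and Hoxd12. Grem1 had 3 peaks within 100 kb, the best ranked 3614 (log2 2.70). A better-ranked peak lay just outside that distance, 118 kb from its TSS at 113640700 to 113641299 (rank 1872, log2 3.05), and held a motif. Within 500 kb, 2 other listed genes also had a better-ranked peak than within 100 kb. For Hhip it ranked 90, 261 kb away, with a motif (4734 within 100 kb). For Sall1 it ranked 213, 454 kb away, without a motif (625 within 100 kb). Peaks at these distances were looked at after the values were seen.

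Peaks tended to lie close together. Of 7282 summits, 2314 (31.8%) were within 10 kb of another, compared with 6.09% for random placements, a 5.21-fold excess (one-sided permutation test, p = 0.001, the smallest possible; adjusted p = 0.00114). Merging neighbours within 1 kb first reduced it to 3.26-fold. Longer peaks had higher values of enrichment. Some of this is built in, because the value is a maximum over the windows of the peak and a strong signal also lengthens the called peak. Across peaks, which are not independent replicates, length and log2 fold enrichment had a Spearman's rho of 0.593 and a Pearson's r of 0.595 (permutation tests, both p = 1e-05, the smallest possible; adjusted p = 2e-05 for rho).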

Values the study reported

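The study reported 7,282 GLI3 binding regions in E10.5 limb buds. It divided the acetylated ones by their response to loss of HH signaling, and placed 62% of the Stable regions and 26% of the HH-responsive regions at promoters. Of the promoter-associated Stable regions, 90% were reported at CpG island promoters. GLI motifs were reported in 69.7% of HH-dependent, 57.4% of HH-sensitive and 39.5% of Stable regions.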

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

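One pattern concerned data outside the main comparisons, the peaks listed with an FDR of 0.05 or more. The tests of rearranged consensus sequences, of FDR bands and of promoter and distal classes were chosen only after the result was seen.

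Of the 9862 such peaks on placed chromosomes, 15.7% held a GLI motif (95% interval 15.0 to 16.4), compared with 10.6% of windows 2 kb away. If these were chance matches, the shares would be equal, but the odds ratio was 1.56 (two-sided Fisher's exact test, p = 1.97e-34). If the peaks were shoulders of stronger ones, the excess would vanish away from them. Among 6892 peaks more than 10 kb from any peak under the threshold the odds ratio was 1.58 (two-sided Fisher's exact test, p = 3.93e-26). Base composition at summits accounts for part of the excess, since the rearranged sequences had a median odds ratio of 1.19. None of them reached the value of the consensus (0 of 205). Many rearrangements with a CpG, which were left out of this background, exceeded it, and their odds ratios ran from 0.805 to 2.31. The excess over all these peaks is therefore not specific to the consensus. Matches were also 1.61-fold denser near the summit than toward the window edges (one-sided exact binomial test, p = 3.39e-14). Under the threshold the odds ratio was 2.20 and the exact consensus was in 2.84% of peaks. Beyond it the odds ratio was 1.56 at an FDR of 0.05 to 0.1, 1.92 at 0.1 to 0.2, 1.41 at 0.2 to 0.5 and 1.58 at 0.5 to 1. In the last band the share was 15.5% against 10.4%, and 0% of the 205 rearranged sequences gave an odds ratio as high. Many rearrangements with a CpG gave a higher one there, up to 2.28. The exact consensus was in 2.01%, 1.95%, 1.42% and 1.71% of these bands. The excess was mostly distal. At the 5445 distal peaks the odds ratio was 1.80 (two-sided Fisher's exact test, p = 9.02e-35) and 0% of the rearranged sequences were as high. At the 4417 promoter peaks it was 1.28 (two-sided Fisher's exact test, p = 9.90e-06), and 30.7% of the rearranged sequences were as high, so there base composition remains a candidate explanation. A candidate explanation is that some distal GLI3 sites of low enrichment lie beyond the threshold. A property of the listed regions unrelated to GLI3 could also give such an excess, and that was not tested. The share is low, so most of the peaks beyond the threshold held no match to the consensus. Which of the peaks are bound by GLI3 cannot be told from this list, and without values per replicate no reproducibility check was possible. No biological explanation was tested.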

How the results depend on the processing

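Alternatives were computed for 10 results, 63 in all. Of these, 51 kept both direction and side of the threshold, or stayed within the limits for a count or share, 6 moved, 3 reversed, 1 became stronger and 2 became weaker. Those chosen after seeing the data were both added annotations of TSSs, the GC strata, ranking by Poisson p-value, leaving out Hoxd genes, and moving or merging summits in the clustering test.

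The number of peaks rose from 7282 to 17149 when every listed peak was counted. An enrichment minimum of log2 2 could not change it, since the FDR threshold lies higher. The share at promoters left its interval with every listed peak (48.1%), with the summit inside the window (51.4%), with 1 kb on each side of a TSS (51.1%), with TSSs of all annotated genes (57.3%) and with gene 5′ ends alone (46.6%). Enrichment over random regions stayed between 7.53-fold and 18.7-fold in the alternatives run.

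The comparison of log2 fold enrichment between promoter and distal peaks was the least stable. The difference in medians was -0.022 at an FDR under 0.01 (two-sided permutation test, p = 0.139), -0.0384 in the middle class of 3 peak lengths (p = 0.00637) and -0.0525 in the longest (p = 0.0327), all opposite in sign to the main value. With every listed peak it was 0.0864 and passed the permutation test (p = 1e-05, the smallest possible). The cause was not tested.

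The rearranged consensus sequences are a background and not a competing setting. The sequence at the median of each comparison gave an odds ratio of 1.09 for distal against promoter peaks (two-sided Fisher's exact test, p = 0.215) and, for a different sequence, 1.13 for the 1000 highest-ranked against the rest (p = 0.17), neither past the threshold. With the consensus itself, the first comparison ranged from 1.29 to 2.27 and the second from 1.76 to 3.01. The lowest value of the first, 1.29 within strata of GC content, was reached by 97 of 205 rearranged sequences in the same strata. The gene list result ranged from 2.67-fold to 10.1-fold, clustering from 2.1-fold to 9.58-fold, and the correlation of length with enrichment from 0.530 to 0.809, all on the same side of their thresholds. The CpG odds ratios were 85.2 and 89.7.

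No analysis paired by replicate was possible because the list combines both ChIP replicates and holds no value for either. Summit windows and their own windows 2 kb away were compared without pairing, so those p-values ignore it. Leaving out each replicate in turn was not run for the same reason. The exact depth of the libraries is unknown here, and how far it limits the weaker peaks was not tested.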

Other observations

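Chosen only after the result was seen were the tests of T against enrichment, of CpG island promoters and uniform loss on chromosome X, of developmental regulators, of strong Poisson peaks, and of rearranged sequences at promoter summits, in the highest-ranked peaks and within strata of GC content. Their p-values were not adjusted for this choice.

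The T statistic was nearly proportional to the log2 fold enrichment, with a coefficient of variation of their ratio of 0.268%. This is consistent with one spread shared by all peaks in the authors' test, in which case the ranking by T is a ranking by enrichment. A group of 142 peaks had a Poisson p-value at least as strong as the median GLI3 peak but an FDR of 0.05 or more. If these had much input signal and no GLI binding, their motif share would exceed the windows 2 kb away by no more than base composition gives. It was 17.6% (12.2 to 24.7) against 9.15%, an odds ratio of 2.12 (two-sided Fisher's exact test, p = 0.0168). Of the rearranged sequences, 4.88% (10 of 205) gave an odds ratio as high, just under the limit of 5% set for this test, and their median was 1.32. Many rearrangements with a CpG, left out here too, gave a higher one. The interval also covers the 15.7% of all peaks beyond the FDR threshold. The group is small and the tests were among several chosen late, so whether any of these peaks is a bound site was left open.

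The higher motif share at distal peaks was weighed against base composition. Without strata, 1.46% of the rearranged sequences (3 of 205) gave an odds ratio as high as the consensus. Within strata of GC content the odds ratio was 1.29, and 47.3% of the rearranged sequences were as high. The difference within strata is therefore not specific to the consensus. Rearrangements with a CpG hold the same bases, yet theirs ran from 0.581 to 1.42 and mostly lay below 1. The bases alone therefore do not set the value, and its cause was not tested. Without strata, the odds ratio was 2.27 for the exact consensus, 1.80 within 100 bp of the summit and 1.37 over the whole peak. These settings were not stratified by GC content, so they do not decide the question. For the 1000 highest-ranked peaks, 0% of the rearranged sequences gave an odds ratio as high. No biological explanation was tested for either.

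Promoter peaks might be open chromatin recovered without a GLI site. Matches would then not gather at the summit, yet they were 1.71-fold denser there, and 0% of the rearranged sequences were as dense. This shows a site-centred part of the promoter peaks and not that each is bound through a GLI site. Most had no match to the consensus. The overall motif share at promoters was reached by 78 of 205 rearranged sequences, though their own shares 2 kb away were not compared. Recovery of open chromatin at the other promoter peaks is not excluded.

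Chromosome X had few peaks: 87, or 0.532 per Mb, while autosomes had 1.97 to 5.35. Fewer genes would leave the share of promoters with a peak unchanged, but it was 4.43% on X and 16.6% on autosomes (odds ratio 0.232, two-sided Fisher's exact test, p = 3.37e-30). Repeats would be removed by counting unmasked sequence, where X had 0.999 per Mb and autosomes 3.01 to 7.71. Among promoters with a CpG island by the stricter criterion the odds ratio was 0.291 (two-sided Fisher's exact test, p = 1.30e-15). A uniform loss of enrichment on X remains a candidate explanation: a shift of 0.655 to 0.760 on the log2 scale equalised the shares, with a range of 0.105 over 3 thresholds. The thresholds are nested, so this is a weak test. A lower number of X copies in male embryos, the inactive X of female embryos, the normalization by input and promoters that GLI3 does not bind cannot be told apart here, and the sex of the embryos is not given. The peak ranked 4 of all lies on X.

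Clustering of peaks was not fully accounted for by gene-rich neighbourhoods, as it was still 2.99-fold over summits moved by 100 kb to 1 Mb (one-sided permutation test, p = 0.001, the smallest possible). Broad sites split by the peak caller could add to the clustering. Merging neighbours within 1 kb first lowered the excess over random placements from 5.21-fold to 3.26-fold (one-sided permutation test, p = 0.001, the smallest possible). Splits within 1 kb therefore do not account for all of it.

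The excess of peaks near the HH list might be a property of developmental regulators in general. Lists drawn from 225 genes of such families had 66 peaks on average against 125, and reached 125 with a one-sided permutation p = 0.0104. Part of the 6.15-fold excess is therefore shared with those families, and 125 peaks were 1.89-fold their average. Without Hox genes it was 1.79-fold (one-sided permutation test, p = 0.0039). The list was partly drawn from general knowledge, so this is no independent test of HH regulation.

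The GLI motif share of all 7282 peaks here was 20.8%. That is lower than each of the values quoted from the study above. The consensus used here is not the matrix used by the study, and the classes of peaks differ.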
